A study of Mus musculus with 13 samples. Its data were reported in "Context-dependent enhancer function revealed by targeted inter-TAD relocation" (2022).

How the data were processed

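ATAC-seq was performed by the authors on forelimb and forebrain cells of wild-type and allele 542 mouse embryos of the B6CBAF1 background at E12.5. Of 13 libraries, 12 fall into 6 groups of 2 replicates by genotype and tissue as stated in the sample labels. The remaining wt DFL library is an earlier sample processed anew by the authors and was used only where it is named.

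The authors trimmed adapters with Cutadapt and aligned read pairs with bowtie2, on mm10 for wt and on a genome rebuilt with the insertion for 542. Alignments under a mapping-quality threshold, discordant pairs and mitochondrial reads were removed with bamtools, and duplicates with picard. Read ends were converted to tags with bedtools. The authors called peaks in each library on its own, without a control, with MACS2, in which each tag was shifted and extended to be centred on the Tn5 insertion, and sub-peak summits were listed separately. A read pair that lies wholly within II1 has 2 equal origins in the mutant genome, so that the mapping-quality threshold can remove it from 542 libraries but not from wt libraries. How many were removed was not analysed here.

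The deposited fold is a ratio of the tags under a summit plus 1 to the local background plus 1 within the same library. The deposited −log10 p-value and −log10 q-value are those of the authors' peak caller, and the lowest −log10 q in a library was 1.30. The deposited score is a whole-number form of the −log10 q and was not used further. No count table and no normalization between libraries enters these values. Percentiles and ranks of a region were therefore taken within its own library, and the mean fold over libraries served only to choose and describe named regions.

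Analysis was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and regions were annotated with GENCODE M21 on GRCm38. Summits with the same start and end were taken as 1 region represented by its strongest summit. Regions on other scaffolds, 29 to 52 per library, were left out. Tags under a summit were recovered as the whole number that gives both the fold and the p-value within a tolerance of 0.001, which succeeded for 95.3% to 99.0% of summits per library. The most frequent local background of a library, with the tag extension of 200 bp and the authors' genome size, gave its total of tags, 37.5 to 78.0 M (M for mega). This total is an estimate of depth and no read total was used.

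II1 was located by exact match of its amplification primers to GRCm38, and the integration site by exact match of the guide. The insertion in the mutant genome was taken from the guide's start to its end plus 4218 bp, the shift between regions of 542 and wt libraries found on the telomeric side. The same shift was sought at the telomeric end of the other chromosomes. The enhancer part was taken as the loxP site (34 bp) and the 543 bp of II1 at the start of the insertion, after the order of the construct. Its borders are therefore approximate. The reporter part was taken from 1000 bp beyond the enhancer part to 500 bp before the end of the insertion, and the HBB promoter was not placed. C-DOM was taken from the centromeric end of the locus as the study draws it to Hoxd13, the cluster from Hoxd13 to Hoxd1, and T-DOM from there to the left homology arm. A region belonged to the domain that held its strongest summit.

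For genome-wide comparisons the 50000 strongest regions per library were kept, by −log10 q and then fold, so that lists had equal length. A region absent from a list can thus be called at a lower rank. Chromosome 2 from 75 Mb was left out because coordinates differ between the genomes there. Lists were joined into consensus regions, and an overlap of at least 1 bp counted as presence. Lists were compared by the base-pair Jaccard index. Permutation tests enumerated all assignments and were two-sided, as were Fisher's exact tests, with a threshold of 0.05. The ratio of tags within a library has an exact binomial interval at 95%. The designs of the main tests, the processing alternatives and the rule for naming regions were fixed before the data were examined. Tests chosen after the results were seen are listed with the additional observations. They include that of the mapping genome. The comparison with other divisions of the limb libraries was fixed before, and only its use as a test of chance came later. Named were all regions over II1 or in the insertion, the 3 regions with the highest mean fold in wt DFL and in wt PFL for C-DOM, the cluster and T-DOM, the 3 highest per direction between DFL and PFL, and up to 3 per direction between genotypes in all 3 tissues. The interval on chromosome 12 and the integration site in wt were singled out after their values were seen.

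Alternatives tried were all deposited regions, the 20000 strongest, a fold of at least 5, windows of 500 bp on summits, a −log10 q of at least 10, summits in place of regions, the whole T-DOM, all of chromosome 2 left out, the additional wt DFL library included or exchanged, other ways of ranking, the replicate number as a block, and each replicate number left out. Procedures were tested on simulated data. Tags were recovered for 100% of 20000 simulated summits. Among 60000 simulated regions, 100% of 200 planted DFL-like regions were found, with 0 others called. Planted regions had fixed borders and were simulated as present in every DFL-like library and absent from all others. This checks the code and gives no error rate for the real lists. Reads and coverage tracks were not used here.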

Results

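ATAC-seq, an assay in which the Tn5 transposase places sequencing adapters in open chromatin, was carried out on mouse embryos at E12.5, with 50000 cells per library. Wild-type (wt) embryos and embryos of allele 542 were each sampled in 3 tissues, distal forelimb (DFL), proximal forelimb (PFL) and forebrain (FB), with 2 replicates per group. In allele 542 a copy of II1, an enhancer of distal limb cells that lies in the domain centromeric to the HoxD gene cluster (C-DOM), was recombined into the domain on the telomeric side (T-DOM), in front of an HBB promoter and a LacZ reporter. These 12 libraries in 6 groups were compared. A further wt DFL library, which the labels describe as a new analysis of an earlier sample, entered no group and is given separately.

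Depth differed between tissues and between genotypes. The wt DFL libraries held 54.5 and 44.1 M (mega) tags, the wt PFL libraries 48.8 and 52.7 M and the wt FB libraries 70.7 and 56.6 M. In 542 there were 41.4 and 40.2 M tags in DFL, 37.9 and 37.5 M in PFL, and 64.5 and 51.4 M in FB. The mean was 54.5 M tags in wt and 45.5 M in 542. The number of called regions ran from 98768 to 118339 in wt and from 85104 to 100460 in 542, with a median region width of 375 to 436 bp over all libraries. The additional wt DFL library was the deepest, at 78.0 M tags and 131743 regions. Fold values of a region are those of the authors' peak caller. They are used here to describe and rank regions, and the mean fold over libraries, by which named regions were ordered, is a description and no test. The confidence intervals given below cover counting error only.

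The first question was whether the libraries group by tissue. Among the 50000 strongest regions of each library, the mean base-pair Jaccard index (shared length over joint length) was 0.653 for pairs of libraries of one tissue and 0.405 for pairs of different tissues. The difference of 0.248 was the largest among all partitions of the 12 libraries into 3 sets of 4 (two-sided exact permutation test, p = 0.000173, the smallest value this test can give). It moved most when lists were shortened to the 20000 strongest regions, where it was 0.193 with the same p of 0.000173 by the exact permutation test.

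The second question was whether lists of one genotype resemble each other more than lists of wt and 542 do within a tissue. The mean index was 0.682 for the 6 pairs of one tissue and genotype (range 0.641 to 0.723) and 0.639 for the 12 wt and 542 pairs of one tissue (range 0.588 to 0.699). The difference of 0.0437 gave p = 0.037 in a two-sided exact permutation test within tissues, which is the smallest p its 27 assignments allow. Same-genotype and wt to 542 values were 0.665 and 0.619 in DFL, 0.660 and 0.603 in PFL, and 0.721 and 0.694 in FB. With 500 bp windows centred on summits in place of whole regions, the setting that moved it most, the difference was 0.0366. The wt libraries were mapped to the reference genome and the 542 libraries to a mutant genome. At the telomeric end of the 19 other chromosomes, X included and Y not, summits of 542 lay at a median of -3 to 3 bp from those of wt in 114 comparisons, so that no shift between the genomes was detected outside chromosome 2. With all of chromosome 2 left out, the difference between lists was 0.0442 (two-sided exact permutation test, p = 0.037).

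**Figure D1:**
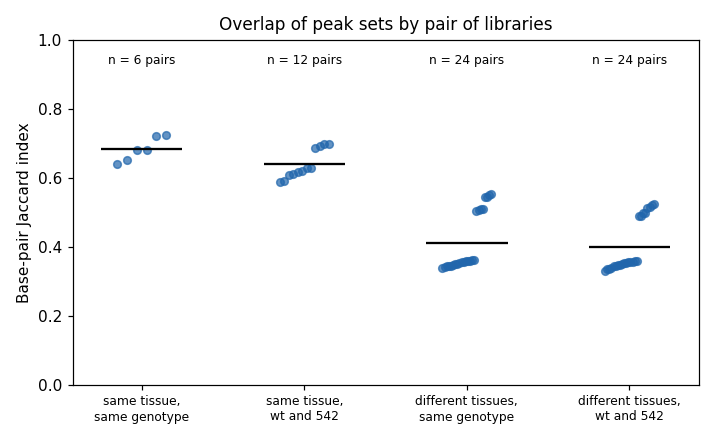
Base-pair Jaccard index of the 50000 strongest regions for each pair of libraries (points), with the mean of each class of pairs (bars), for pairs of the same or different tissue and genotype. The 6 pairs of one tissue and genotype lie between 0.641 and 0.723, and the means of pairs from different tissues are 0.410 within a genotype and 0.4005 between genotypes.

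To find the regions that part distal from proximal limb cells, the 8 limb libraries were joined into 87084 consensus regions. Of these, 25975 were among the strongest regions of all 8 libraries, 2813 were in all 4 DFL and no PFL library, and 2297 were in all 4 PFL and no DFL library. The total of 5110 compares with at most 338 in the 34 other ways of dividing the 8 libraries into 4 and 4. In ratio to these values, the counts moved most with lists of the 20000 strongest regions, to 822 for DFL and 588 for PFL. The DFL regions with the highest mean fold were 3 regions of the GRCm38 (mm10) genome. The first was an intergenic region of chromosome 1 at 64164348 to 64165355, with a fold of 14.1 ± 0.507 (SD, n = 4). The second lay in an intron of Erbb4 on chromosome 1 (68674495 to 68675427), with a fold of 13.4 ± 0.9698, and the third was intergenic on chromosome 12 (12508822 to 12509961), with a fold of 13.4 ± 1.21. For PFL, the highest fold of 14.1 ± 2.36 (SD, n = 4) was found in an intron of Styk1 on chromosome 6 (131339805 to 131340537). Intergenic regions of chromosome 5 (90819565 to 90820568) and chromosome 1 (146211466 to 146212304) followed, at 13.7 ± 1.2 and 12.45 ± 2.184.

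Taken one genotype at a time, with 2 libraries against 2 and therefore no test, 6233 regions were DFL-specific and 5989 PFL-specific in wt. In 542 there were 7030 and 6656. The other genotype served as the check. Of the wt DFL regions, 2813 (45.1%) were found the same way in 542 and 42 the opposite way. Of the wt PFL regions, 38.4% were found the same way and 39 regions the opposite way. In ratio, the number of wt DFL regions moved most with lists of 20000 regions, to 1880, and the shared percentages with all deposited regions, to 39.6% for wt DFL and 27.8% for wt PFL.

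The same limb comparison was then made at HoxD, where C-DOM is active in distal and T-DOM in proximal limb cells. The share of called regions that lay in C-DOM, among those of C-DOM and the part of T-DOM before the integration site, was 66.7% ± 4.64 (SD, n = 4) in DFL and 53.0% ± 5.19 (SD, n = 4) in PFL. The difference of 13.8 percentage points gave p = 0.0286 (two-sided exact permutation test), the smallest p that 70 assignments allow. It was 18.99 points when summits were counted separately, the setting that moved it most. Without replicate 1 or without replicate 2 the difference was 17.8 or 9.67 points, where an exact permutation test of 2 against 2 libraries cannot give a p below 0.333. By group, the share was 70.8% ± 0.242 in wt DFL, 62.7% ± 0.327 in 542 DFL, 54.1% ± 3.80 in wt PFL, 51.9% ± 7.85 in 542 PFL, 67.7% ± 0.550 in wt FB and 75.01% ± 0.769 in 542 FB (SD, n = 2 each). Both FB groups lay above 542 DFL, and 542 FB above all other groups. A high share is therefore not specific to distal limb cells. The number of C-DOM regions was 60 and 61 in wt DFL against 34 and 35 in 542 DFL. At a fold of 5 or more the means were 19 in wt DFL and 16 in 542 DFL.

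**Figure D2:**
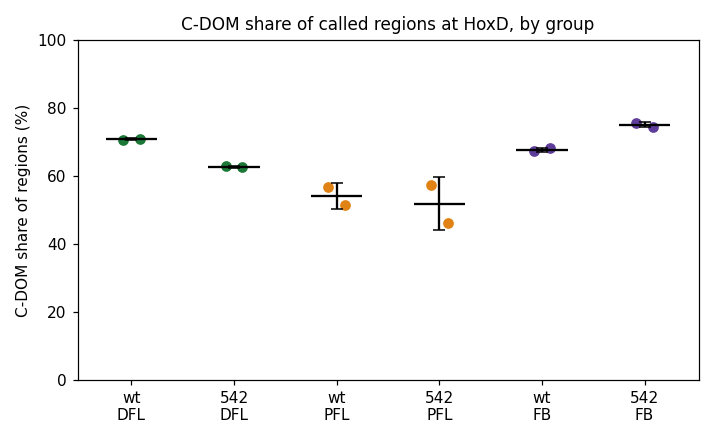
Share of called regions in C-DOM, in percent of the regions of C-DOM and of T-DOM up to the integration site, for each library (points), with the mean (long bar) and SD (error bar, n = 2) of each group. Both DFL groups, at 70.8% and 62.7%, lie above both PFL groups, at 54.1% and 51.9%. The FB groups, at 67.7% in wt and 75.01% in 542, lie above 542 DFL as well.

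In C-DOM the strongest region of wt DFL lay over exons of Lnpk and 4930445N08Rik (chromosome 2, 74578219 to 74579233), with a fold of 17.5 ± 1.02 (SD, n = 2). It was also the strongest in wt PFL, at 19.1 ± 0.688. An intergenic region at 74380610 to 74381451 came next, with a fold of 11.7 ± 1.04 in DFL and 10.1 ± 0.780 in PFL. The region of rank 3 covered the start of Hoxd13 (74667745 to 74668493) in DFL, at 9.67 ± 0.158, and an intergenic segment at 74201438 to 74202298 in PFL, at 9.26 ± 0.169. Within the cluster the region over Hoxd1 and Haglr (74762697 to 74763322) was first in both tissues, at 7.79 ± 0.374 in DFL and 8.77 ± 1.01 in PFL. It was followed in both by the region over Hoxd10 and Gm28309 (74691259 to 74692028), at 7.10 ± 0.553 and 7.69 ± 1.72. The cluster region after these overlapped exons of Hoxd3, Hoxd3os1 and Hoxd4 (74715797 to 74716328) in DFL, at 6.91 ± 0.374. In PFL it was an intergenic region 1679 bp from the start of Hoxd12 (74673022 to 74673334), at 6.71 ± 0.207. In T-DOM both tissues shared their top 3 regions. These were an exon of Mtx2 (74825501 to 74826473) at 14.7 ± 1.45 in DFL and 11.9 ± 1.73 in PFL, an intergenic region at 75029133 to 75029915 at 13.6 ± 2.80 and 11.3 ± 1.07, and another at 75000101 to 75000893 at 9.82 ± 0.261 and 10.5 ± 1.36 (SD, n = 2 each).

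The native II1 element was located at chromosome 2, 74075307 to 74075849 (GRCm38), a 543 bp intergenic sequence 26493 bp from the nearest annotated transcription start, that of A630050E04Rik. To ask in which tissues it is accessible, regions overlapping it by at least 1 bp were counted. A region was called in 4 of 4 DFL libraries and in 1 of 8 PFL and FB libraries (Fisher's exact test, two-sided, p = 0.0101). The exception was wt FB replicate 1, with a region at 74075197 to 74075415 and a fold of 3.74 at the element's edge. When only regions with a summit within the element were counted, 3 of 4 DFL and 1 of 8 other libraries remained and the same Fisher's exact test gave p = 0.0667. With a −log10 q of at least 10 or with a fold of at least 5, 4 of 4 DFL and 0 of 8 other libraries had a region (Fisher's exact test, p = 0.00202), and with the additional wt DFL library included Fisher's exact test gave p = 0.00466. Without replicate 1 or without replicate 2, with 2 DFL against 4 other libraries, Fisher's exact test gave p = 0.0667 or p = 0.4. In wt DFL the region extended from 74075210 to 74076242 with a fold of 7.74 in replicate 1, and from 74075155 to 74076097 with a fold of 10.0 in replicate 2. These stood at percentiles 80.2 and 86.1 of their libraries. In 542 DFL replicate 1, there was a region of fold 4.18 at 74075186 to 74075397 and another of fold 6.01 at 74075659 to 74076130. In 542 DFL replicate 2 a single region of fold 6.03 was called at 74075667 to 74076192. In both wt DFL libraries all 543 bp were covered. In 542 DFL 261 bp of the element (74075398 to 74075658) were not called in replicate 1. In replicate 2, 360 bp (74075307 to 74075666) were not called. Read pairs wholly within II1 can be removed in 542 but not in wt, so that these calls and folds do not show a weaker element. The additional wt DFL library had a region at 74075128 to 74076362 with a fold of 10.6.

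Among the regions of C-DOM ranked by fold, native II1 was in place 7 of 60 and place 3 of 61 in wt DFL. It was in place 10 of 34 and place 8 of 35 in 542 DFL, and in place 6 of 80 in the additional wt library. Since the lists differ in length, and read pairs within II1 can be lost in 542 only, these ranks describe each library and show no change. Ranked by q, the places were 5 and 3 in wt and 9 and 8 in 542.

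The integration site was identified by the guide sequence, which matched chromosome 2, 75269597 to 75269616 in an intron of 2600014E21Rik, 1193748 bp from native II1. Beyond this site the coordinates of 542 regions were shifted against those of wt by 4218 bp in all 6 comparisons of libraries. In wt the intact site was called in both FB libraries, at 75269412 to 75269884 with a fold of 8.17 and at 75269297 to 75269842 with a fold of 6.24, and in PFL replicate 2, at 75269535 to 75269814 with a fold of 4.22. No region was called there in wt DFL or in wt PFL replicate 1.

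In 542, coordinates of the mutant genome are given for the insertion. Read pairs wholly within either copy of II1 can be removed by the mapping-quality threshold. A missing call or summit in the enhancer part therefore does not show that it is closed. Every 542 library had at least 1 region in it, but the place differed by tissue. In DFL the strongest regions lay at 75269955 to 75270617, with a fold of 6.12, and at 75269963 to 75270686, with a fold of 6.47. They began within the part assigned to the enhancer and had their summits 157 and 181 bp beyond its end. Each DFL library had a weak region further on, at 75272244 to 75272451 and at 75272308 to 75272515, with folds of 3.36 and 2.72. In PFL, regions beside the enhancer part were weak, at 75270166 to 75270440 (fold 3.08) and at 75270184 to 75270535 (fold 2.65). The strongest PFL regions were in the reporter part, at 75272648 to 75273327 (fold 4.38) in replicate 1 and at 75272252 to 75272561 (fold 2.89) in replicate 2. Weaker PFL regions lay at 75272283 to 75272484 (fold 3.05) and at 75272934 to 75273133 (fold 2.75). In FB no region was called at the enhancer part, and regions in the rest of the insertion were at 75271837 to 75273361 (fold 5.46) in replicate 1, and at 75271225 to 75271853 (fold 2.397) and 75272035 to 75273327 (fold 4.58) in replicate 2.

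**Figure D3:**
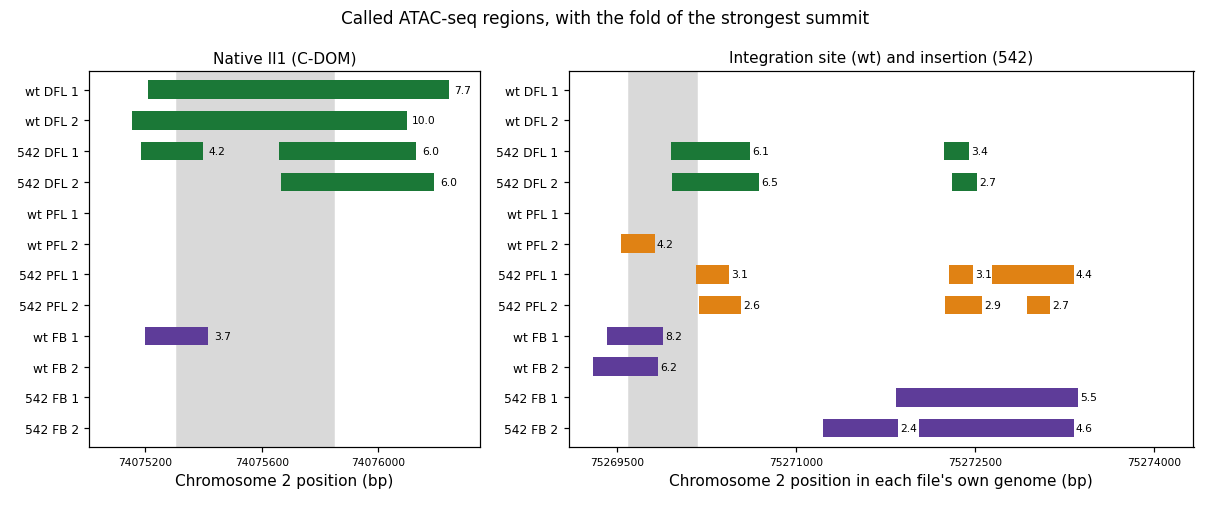
Called regions (bars, coloured by tissue) in each library around native II1 on the left and around the integration site or insertion on the right, against the position on chromosome 2 in bp, with the fold of each region beside its bar. Grey marks II1 on the left and, on the right, the part of the 542 insertion assigned to the enhancer. Regions over native II1 are seen in the 4 DFL libraries and in wt FB replicate 1.

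The next question was whether the relocated element is accessible in distal limb cells, and in which other tissues. Regions that reached or adjoined the enhancer part stood at percentiles 68.9 and 69.9 of their library in DFL and at 10.6 and 3.10 in PFL, and there were none in FB. The test fixed for this comparison took the strongest region anywhere in the insertion, promoter and reporter included. This region stood at percentiles 68.9 and 69.9 of its library in DFL, at 43.4 and 6.63 in PFL, and at 60.1 and 45.5 in FB, where the PFL and FB values come from the reporter side. DFL was higher than PFL and FB together by 30.5 percentile points, with p = 0.2 in a two-sided exact permutation test of 2 against 4 libraries, whose smallest possible p is 0.0667. The value is for the whole insertion and does not bear on the enhancer part. Without replicate 1 or without replicate 2 the difference was 43.8 or 17.2 points, the values farthest from it.

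Within 542 DFL, the insertion was compared with native II1 in the same library. There were 59 tags under the highest summit of the insertion and 40 under that of native II1 in replicate 1, a ratio of 1.48 (95% exact binomial interval 0.971 to 2.26). In replicate 2 there were 59 and 47 tags, a ratio of 1.26 (0.841 to 1.88). Both intervals include 1. Taken by fold, the mean ratio was 1.05 in place of 1.37. No summit lay within the enhancer part of the insertion, the native summit of replicate 2 lay beyond the element, and native II1 was only partly called in these libraries, with 51.9% and 33.7% of its bases in a region. Read pairs wholly within II1 can be lost from both copies by the mapping-quality threshold. These ratios therefore compare the neighbourhoods of both copies and not the copies of II1 themselves.

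Finally, to find where the genotypes differ, regions in both replicates of one genotype and neither of the other were counted among the 50000 strongest regions. In DFL there were 2895 such regions in wt only and 2327 in 542 only. Their total of 5222 stood beside 2197 and 2207 for the 2 other divisions of the same 4 libraries. In PFL there were 3020 and 2432, with a total of 5452 beside 2295 and 2282. In FB there were 1925 and 1846, with a total of 3771 beside 1688 and 1927. With 3 divisions, the counts of a single tissue allow no test. The division by genotype had the largest total in all 3 tissues, but a joint permutation over the tissues was not made for these counts. In ratio, they moved most without replicate 2, where 9842 542-only regions were found in DFL because fewer libraries had to share a call. With all deposited regions, in lists of unequal length, the split between the genotypes was wider, with 11649 wt-only and 1950 542-only regions in PFL.

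Across all 3 tissues, 13 regions were found in wt only and 16 in 542 only. The wt-only regions with the highest mean fold were all on chromosome 12. They overlapped exons of 2410018L13Rik and Gm48046 (23009490 to 23010768, fold 17.0 ± 2.03), an intergenic segment (21783943 to 21785004, fold 15.1 ± 2.96) and an exon of 9030624G23Rik (24096531 to 24097589, fold 11.2 ± 3.28). In total 5 of the 13 lay between 21783943 and 24252760 of that chromosome, an interval of 2.47 Mb with 10 consensus regions. In 542 the highest were an intergenic region of chromosome 4 (89875377 to 89876481) at 10.8 ± 3.18, an exon of Gm47450 on chromosome 13 (4942495 to 4943373) at 8.57 ± 0.610, and an intergenic region of chromosome 10 (100152855 to 100153199) at 7.66 ± 2.04 (SD, n = 6 each).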

Values the study reported

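The study gave the II1 element used in its reporter a length of 532 bp, at chromosome 2 positions 74075311 to 74075843 of mm10. For cloning it amplified positions 74075305 to 74075850. It took 50,000 cells for each ATAC-seq reaction.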

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

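The tests of the interruption of the site and of reporter DNA from another source were chosen after the results were seen.

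The strongest region at the integration site in wt, or in the insertion in 542, moved in opposite directions in 2 tissues by percentile of fold. In DFL the mean percentile was 0 in wt, where no region was called, and 69.4 in 542. In FB it was 70.8 in wt and 52.8 in 542, a change of -18.0 percentile points, with both 542 libraries (60.1 and 45.5) below both wt libraries (76.7 and 64.8). This order depends on the measure, since by percentile of q the 542 libraries (62.2 and 50.8) overlap the wt libraries (72.2 and 61.0). In PFL the change was 0.263 points, with libraries on both sides, and by percentile of q they were at 0 and 45.3 in wt and at 54.6 and 13.02 in 542. The difference between tissues was not tested. The wt value is for the 20 bp guide site and the 542 value for an insertion of 4218 bp, so that the sign in FB compares different sequences. The site's telomeric side, beyond the insertion, is not covered here, so that loss of the whole region in 542 FB is not established. Lower depth as the cause is argued against only as far as whole regions of like fold show. Of 17935 regions of like fold in both wt FB libraries, 48 (0.268%) were called in neither 542 FB library. A candidate explanation is the interruption of the site by the insertion, as none of the FB libraries of 542 (0 of 2) had a region on the centromeric side of the guide. This cannot be told apart from a change in the accessibility of intact sequence, because no 542 library holds the intact site. The 542 FB regions lie beyond the enhancer part. A region in the reporter part was called in all libraries of 542 (6 of 6), as reporter DNA from another source such as a plasmid could also give, and with no 542 library known to be free of it that source cannot be told apart from the inserted copy. A difference between the tissues in how the insertion is opened is the biological explanation that the design names, and it stays open. It was tested only for DFL against PFL and FB together over the whole insertion, where the exact permutation test gave p = 0.2 and can give no less than 0.0667.

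The additional wt DFL library entered the comparisons only under alternatives. It had a region at the integration site, with a fold of 3.86 at chromosome 2, 75269460 to 75269763, at percentile 39.3 of its library. Neither wt DFL replicate had a region there. The library is the deepest, at 78.0 M tags against 54.5 and 44.1 M. Of its 29615 regions of like fold elsewhere, 8251 (27.9%) were called in neither wt DFL library. The greater depth may therefore explain the call, but a share of this size does not decide the case of a single region, and a difference in dissection or in the earlier sample's preparation was not tested. No biological explanation was tested, since the design gives no group that separates this library from wt DFL.

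No library stood apart from the rest of its set of 4 in the 12 sets examined.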

How the results depend on the processing

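All alternatives were planned. Over all results, 58 values under an alternative kept their direction and their side of the threshold or stayed close to the reported value, 52 moved and 9 lost the threshold. Of these 9, 8 come from a block or from a replicate left out, designs whose smallest possible p lies above 0.05, so that their loss says nothing about stability. The other is the summit within II1, below. No tested difference changed sign, but some counts changed order, as named below.

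The tissue difference in Jaccard index was 0.193 to 0.246 over 4 alternatives in list and overlap, and the genotype difference 0.0366 to 0.0470 over 7, all at the smallest p their exact permutation tests allow (0.000173 and 0.037). The C-DOM difference between DFL and PFL was 13.3 to 18.99 points over 4 alternatives, with p = 0.0286 by exact permutation in each. For these results the replicate left out or the block, below, made the only changes.

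With all deposited regions, 5219 regions were in all DFL and no PFL library and 3781 the reverse. The counts by genotype were 13169 (wt DFL), 13578 (wt PFL), 14151 (542 DFL) and 10364 (542 PFL), and 39.6% of wt DFL regions were found in 542, a fall for which the cause was not tested. The wt DFL and wt PFL counts change order here, and so do the wt PFL and 542 PFL counts. Between genotypes, wt-only regions rose to 9414 in DFL, 11649 in PFL and 5769 in FB, and 542-only regions in FB to 2876, while 542-only regions fell in PFL from 2432 to 1950. The ratio of wt-only to 542-only regions was 3.15 in DFL, 5.97 in PFL and 2.01 in FB, against 1.24, 1.24 and 1.04 with lists of equal length. The wt lists are the longer ones on average here and the wt libraries the deeper ones on average, but the cause of the wider split was not tested.

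With the 20000 strongest regions, the limb counts were 822 and 588, and by genotype 1880, 1696, 2108 and 1938 in the order above. Between genotypes (wt only, then 542 only) they were 933 and 832 in DFL, 954 and 865 in PFL, and 587 and 604 in FB. Shorter lists hold fewer regions by construction. The FB counts change order here.

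With a fold of at least 5, the counts by genotype were 6096 (wt DFL), 4367 (wt PFL), 5979 (542 DFL) and 4648 (542 PFL). The wt DFL and 542 DFL counts change order here. Regions in all PFL and no DFL library fell to 1520, and 542-only regions to 1500 in DFL and 1589 in PFL. In FB they were 1269, and wt-only regions were 3218 in DFL, 2857 in PFL and 2080 in FB, so that the ratio of wt-only to 542-only regions was 2.15, 1.80 and 1.64. With the additional wt DFL library required as well, 1904 wt-only and 1809 542-only DFL regions were counted, a ratio of 1.05, as more libraries must meet the condition. With a summit required within II1, the Fisher's exact test between DFL and other libraries gave 0.0667, as the summit of 542 DFL replicate 2 lies outside the element. Taken by fold, the ratio of insertion to native II1 was 1.05. The cause was not tested for this ratio or for the changes with the fold threshold. No value exists for the highest summit within the enhancer part, because neither 542 DFL library has a summit there.

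Leaving out replicate 1 or replicate 2 of every group, the tissue difference was 0.230 to 0.236 (exact permutation p = 0.0667, the smallest it allows), the C-DOM difference 9.67 to 17.8 points (exact permutation p = 0.333, the smallest it allows) and the p of Fisher's exact test for native II1 0.0667 to 0.4, all with fewer libraries. The value of 0.4 comes without replicate 2, when wt FB replicate 1 is 1 of 4 other libraries. Fewer libraries have to share a call, which raises the counts. By genotype, DFL and PFL counts change order in wt without replicate 1 and in 542 without replicate 2. Limb regions were 5763 to 5822 for DFL and 5102 to 5380 for PFL. By genotype they were 13028 to 13312 (wt DFL), 13004 to 13469 (wt PFL), 15114 to 15344 (542 DFL) and 14811 to 15378 (542 PFL). Between genotypes they were 9909 to 10429 (wt) and 9594 to 9842 (542) in DFL, 10254 to 10939 and 9742 to 10200 in PFL, and 7266 to 7848 and 6856 to 7656 in FB. The genotype grouping gives no value with 1 library per group.

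Replicate numbers were not taken to pair the samples, since the labels name no shared animal or day and most correlations were low. Over 18926 shared regions, the deviations of same-numbered libraries correlated at -0.0638 to 0.153 over 15 pairs of groups (median 0.00892). They were above 0.1 in 3 pairs, those among wt DFL, wt FB and 542 FB. With the replicate number as a block, the tissue difference of 0.248 gave p = 0.00463, the genotype difference of 0.0437 gave p = 0.125, and the C-DOM difference of 13.8 points gave p = 0.125, each by exact permutation and each the smallest p the block allows.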

Other observations

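Chosen after the results were seen were the tests of reads shared between the copies of II1, of depth between genotypes and of mapping genome. So were the tests of line or batch, the matching on weak regions in C-DOM and the use of other limb divisions to test chance.

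The region over native II1 was interrupted inside the element in 542 DFL. Both wt DFL libraries had the whole element in 1 region, while 261 bp in 542 DFL replicate 1 and 360 bp in replicate 2 lay outside any region. Lower depth of the 542 libraries alone is argued against for the gap in replicate 1. Of 6907 wt DFL regions of like fold and width, 96 (1.39%) were broken by a gap of at least 261 bp in either 542 DFL library. Only gaps between called regions counted, so that the missing edge in replicate 2 was not tested and depth stays open there. The mutant genome holds the element in 2 copies, and the study kept only reads that mapped uniquely to either. Loss of read pairs wholly within II1 therefore follows from the processing. Whether this explanation covers the whole gap was not measured. In replicate 1 the gap of 261 bp lay inside the element with both of its edges called. In replicate 2 the centromeric edge was not called either, so that only part of what this explanation predicts was seen. How far this loss accounts for the gap cannot be told. A real change of the native element in 542 stays open, because no wt library was mapped to the mutant genome among the files used here.

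Chance is argued against for the division of the limb libraries into DFL and PFL, though no share below 1 of 35 was possible. Of 35 divisions of the 8 libraries into 4 and 4, 1 gave as many regions in all of one set and none of the other, the real one with 5110. The highest of the others, with 338, divided wt from 542.

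Lists of one genotype were more alike than lists of wt and 542 by a mean Jaccard difference of 0.0437. In FB the values argue against a difference in depth as the whole cause. In 5 of 5 comparisons with wt and 542 pairs as close in depth, whose shallower library was at least as deep, the wt and 542 pair was less alike than the pair of one genotype, at 0.687 to 0.699 against 0.720 and 0.723. By mean depth the wt and 542 pair was no shallower in 3 of the 5, and it was less alike in these 3 as well. In DFL and PFL 0 pairs matched in depth exist. In DFL, however, the 542 libraries (41.4 and 40.2 M tags) gave 0.609 and 0.630 with wt replicate 1 (54.5 M). With wt replicate 2 (44.1 M) they gave 0.610 and 0.629. All these values lie below the 542 pair at 0.651 and the wt pair at 0.680. They argue against the gap in depth as the whole cause in DFL. In PFL depth cannot be told apart from genotype. The genome used for mapping is argued against, since no shift between the genomes was detected on the 19 other chromosomes examined and the difference was 0.0442 with all of chromosome 2 left out. The difference of 0.0437 may also come from the breeding line or the collection batch. These follow the genotype in every tissue and cannot be told apart from an effect of the allele.

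The 29 regions found in a single genotype in all 3 tissues were not explained by linkage to the insertion or by the sex chromosomes. On the part of chromosome 2 that was compared there were 0 of 29, where 3.45% of all 111903 consensus regions lie. On X and Y there were also 0 of 29, against 2.62% of all regions. Of the 13 wt-only regions, 5 were gathered in the interval of 2.47 Mb on chromosome 12, which holds 0.00894% of all regions. A copy number difference between the breeding lines is a candidate explanation. It predicts more tags in wt over the whole interval, but only 1 region there was called in all 12 libraries, with a log2 ratio of wt over 542 of 0.27 relative to the rest of the genome. The ratio was above 0 in each tissue, at 0.16 in DFL, 0.13 in PFL and 0.56 in FB. Of 985 other windows of this length 1 had as high a median, but the median window held 17 such regions. Among the 15 windows that also held a single region, 1 was as high. The direction is the one that a copy number difference would give. A single region does not decide, and a strain variant in this interval that changes mapping to the reference stays open as well.

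C-DOM had fewer called regions in 542 DFL than in wt DFL, a mean of 34.5 against 60.5. Lower depth of the 542 libraries is argued against by other windows of the same length. Of 1044 windows with a like number of wt regions, 1 (0.0958%) had as low a ratio as the 0.570 of C-DOM, and the median window had 0.857. The lower count fell mainly in the class of weak regions, a class that is set by the fold in each library. A region that weakens in 542 can pass from the strong class to the weak one. The split therefore does not show which regions were lost. At a fold under 5 the ratio was 0.446, which 2 of 621 windows (0.322%) reached, whereas at a fold of 5 or more it was 0.842, as low as in 460 of 1648 windows (27.9%). In PFL, C-DOM counts were also lower in 542 (27 and 19) than in wt (42 and 37), while in FB they were 34 and 35 against 35 and 32. The difference between tissues was not tested. In T-DOM up to the integration site, the DFL counts were 20 and 21 in 542 against 25 and 25 in wt, a ratio of 0.82 that is closer to the median window than that of C-DOM. In PFL both domains had fewer regions in 542, with a ratio of 0.582 in C-DOM and 0.627 in T-DOM (20 and 22 against 32 and 35). In FB the ratios were 1.03 in C-DOM and 0.719 in T-DOM (11 and 12 against 17 and 15). Other windows were compared for C-DOM in DFL only. An effect of the allele may give the low count there, but variants of the chromosome that carries the insertion, which were not tested, remain open.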
